# High fidelity hypothermic preservation of primary tissues in organ transplant preservative for single cell transcriptome analysis

**DOI:** 10.1186/s12864-018-4512-5

**Published:** 2018-02-13

**Authors:** Wanxin Wang, Lolita Penland, Ozgun Gokce, Derek Croote, Stephen R. Quake

**Keywords:** Single cell RNAseq, Primary tissue preservation without dissociation, Hypothermic preservation, Organ transplant preservation, Organ transplant preservative, Kidney resident immune cells, Transcriptome variability analysis

## Abstract

**Background:**

High-fidelity preservation strategies for primary tissues are in great demand in the single cell RNAseq community. A reliable method would greatly expand the scope of feasible multi-site collaborations and maximize the utilization of technical expertise. When choosing a method, standardizability and fidelity are important factors to consider due to the susceptibility of single-cell RNAseq analysis to technical noise. Existing approaches such as cryopreservation and chemical fixation are less than ideal for failing to satisfy either or both of these standards.

**Results:**

Here we propose a new strategy that leverages preservation schemes developed for organ transplantation. We evaluated the strategy by storing intact mouse kidneys in organ transplant preservative solution at hypothermic temperature for up to 4 days (6 h, 1, 2, 3, and 4 days), and comparing the quality of preserved and fresh samples using FACS and single cell RNAseq. We demonstrate that the strategy effectively maintained cell viability, transcriptome integrity, cell population heterogeneity, and transcriptome landscape stability for samples after up to 3 days of preservation. The strategy also facilitated the definition of the diverse spectrum of kidney resident immune cells, to our knowledge the first time at single cell resolution.

**Conclusions:**

Hypothermic storage of intact primary tissues in organ transplant preservative maintains the quality and stability of the transcriptome of cells for single cell RNAseq analysis. The strategy is readily generalizable to primary specimens from other tissue types for single cell RNAseq analysis.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4512-5) contains supplementary material, which is available to authorized users.

## Background

Quantitative profiling of transcriptome landscapes at single cell resolution (scRNAseq) has brought new insights in understanding cell types [1, 2], states [3], and interactions [4] in the inherently heterogeneous primary tissues. It, however, has also raised new logistical challenges in the specimen conduit from tissue collection sites to laboratories. The low tolerance to cell damage and RNA degradation in scRNAseq and the less resilient nature of cells in primary tissues make it imperative to process primary specimen immediately after procurement, imposing logistical hurdles especially for collaborations in a multi-institutional setting.

A preservation strategy enabling primary tissue storage and transportation could greatly change the status quo and facilitate collaboration between basic science laboratories and distributed medical centers where tissue is collected. Cryopreservation and chemical fixation have been pursued [5–8], but neither is proven ideal for scRNAseq. In the case of cryopreservation in scRNAseq, a recent study reported tolerable impact of elevated cell death from freeze-thaw on cell lines and specimens with well-represented cell types [6]; another study reported an insufficient recovery and reduced transcriptome complexity for low-abundant and less resilient populations [5]. The susceptibility to handling variations and potential variability in freezing media compositions (e.g. serum) pose challenges for standardization. Furthermore, cryopreservation requires mincing the sample as well as maintenance of temperatures down to − 80 °C. Crosslinking-based chemical fixation, on the other hand, suffers from low recovery of intact mRNA, while alcohol dehydration-based fixation has yet to show high generalizability from cell suspensions to undissociated primary tissues [8]. For efficient isolation of single cells, fixation-based approaches are preferentially done on single-cell suspensions [7, 8], making it a necessity to perform tissue dissociation, usually a critical step for scRNAseq, at tissue collection sites. In fact, aforementioned approaches all require that a multi-step protocol be performed at the collection sites, where experienced personnel are not always available and technical variations can be introduced.

An ideal strategy would avoid drastic physical or chemical changes on the primary specimen and require minimal processing at tissue collection sites. This requirement has much in common with the preservation of organ transplants, which uses hypothermic temperatures to reduce cell metabolism and increase tolerance to insults such as ischemia and hypoxia [9]. Preserving solutions for hypothermic organ preservation hence are designed to address cell-injuring events caused by hypothermia, including ionic imbalance, acidosis, and free radical production [9–11]. Exemplars such as the University of Wisconsin (UW) solution demonstrated high generalizability in preserving post transplant functionality of pancreas (72 h), kidney (72 h), and liver (30 h) [11]. A commercial preparation of such preservative for research use, Hypothermosol-FRS (HTS-FRS), has been increasingly employed in handling primary tissues [12], cells [13–15], and engineered tissue products [16, 17]. Comparative studies done on a spectrum of sample types including human hepatocytes [13], coronary artery smooth muscle cells [14], bone-marrow derived mesenchymal stem cells [15], and mouse hippocampus [12] demonstrated superior efficacy of HTS-FRS in maintaining cell viability compared i) to cell culture media and, in some cases, UW solution in hypothermia as well as ii) to cryopreservation. However, previous studies of the physiologic effects of this approach were mainly limited to viability assays and microscopic examination that interrogate membrane permeability, metabolic activity, cell morphology and surface marker expression. Given that the rapid degradation of RNA could precede the deterioration of these examined parameters [18], previous reports are insufficient to conclude whether preservation fidelity is suitable for scRNAseq.

Here we evaluated hypothermic preservation of primary specimen in HTS-FRS for use in scRNAseq. We used FACS to compare viability of cells recovered from fresh and preserved mouse kidneys, and used scRNAseq analysis to demonstrate the efficacy of the strategy in preserving population heterogeneity, transcriptome integrity, and transcriptome stability of kidney resident immune cells in kidneys undergoing up to 3 days of preservation. This approach enables one to preserve intact primary specimen at 4 °C for periods suitable for long distance transportation of samples and standardization of experimental approaches in expert labs.

## Results

We designed our experimental procedure such that preservation preceded dissociation (Fig. 1). Specifically, intact kidneys were preserved for 0, 6 h, or 1–4 days immediately following harvest. 

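The sequenced cells were Cd45+ cells sorted from kidneys of CD1 mice, an outbred stock. There were 75 and 81 fresh cells in a pair of library pools, 76 cells after 6 h of preservation, 75 after 1 day, 78 after 2 days, 82 after 3 days and 35 after 4 days. Full-length cDNA was made with a protocol adapted from SmartSeq2, which carries no molecular identifiers, so the counts are counts of reads. The authors trimmed the reads, removed duplicates, aligned them to GRCm38 with STAR, counted them per gene with HTSeq and deposited the raw count of every gene in every cell. Counting ignored the strand, so values of genes that overlap on opposite strands are uncertain. The paper gives a depth of 1000000 to 1500000 reads sequenced per cell. All values here use the counts on genes, of which a cell had a median of 695188. The median was 623898 in fresh cells, 962322 at 6 h, 502597 at day 1, 913832 at day 2, 520104 at day 3 and 645978 at day 4.
The label of each cell carries a number that is taken here as its library pool, and the 3 pools are called A, B and C. Pool A held 75 fresh cells, all cells of 6 h and day 2, and 2 cells of day 4. Pool B held the other 81 fresh cells, all cells of day 1 and day 3, and 19 cells of day 4. Pool C held 14 cells of day 4. Each preserved timepoint up to day 3 therefore sat in a single pool, and its preservation time cannot be separated from its pool except through the fresh cells of the same pool. Such a comparison still does not separate time from animal. In pool B the X-linked transcript Xist was read in 2 of 81 fresh cells and in 60 of 75 cells of day 1. No label names the animal of a cell, so each timepoint counts as 1 sample, cells are not replicates, and no test was run. Values are given as medians, sums and shares, with exact intervals at the 95% level that cover counting error only. Counts were divided by the total on genes of the cell and scaled to rpm.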

After the chosen duration of preservation, we enzymatically digested the tissues into single cell suspension and used FACS to assess overall cell viability. We then used the surface marker Cd45 to enrich for kidney resident immune cells to further evaluate our strategy in the context of scRNAseq, given i) that this population encompasses a diverse spectrum of immune lineages with varying abundance, and ii) the population’s critical role in renal injuries and diseases [19–21].

**Fig. 1:**
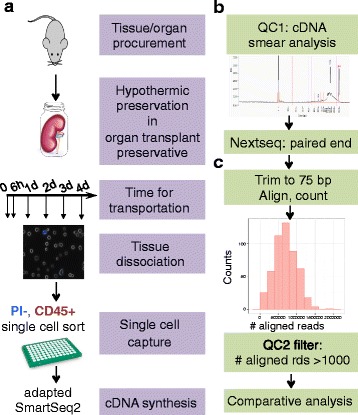
Pipeline design. **a** Schematics and order of preservation, tissue dissociation, single-cell capture, cDNA synthesis, **b** cDNA quality assessment, **c** data processing and quality filtering

Over the examined durations of preservation, we observed no notable time-associated reduction for the fractions of propidium iodide negative (PI-) and Cd45+ populations (Fig. 2a, Additional file 1: Figure S1), suggesting that the strategy effectively retained the overall cell viability and the cell surface marker integrity. For each timepoint, PI- and Cd45+ single cells were sorted for scRNAseq analysis. cDNA synthesis on sorted cells gave no notable smearing towards lower fragment sizes for preserved samples (Additional file 1: Figure S2) and comparable success rates in getting sufficient cDNA (≥ 2 ng) between fresh samples and those after up to 3 days of preservation (Fig. 2a). The success rate dropped notably at day 4, despite that the fraction of PI- cells stayed comparable with that of fresh, indicative of the notation that mRNA degradation preceded cell membrane permeabilization in early cell death events [18].

**Fig. 2:**
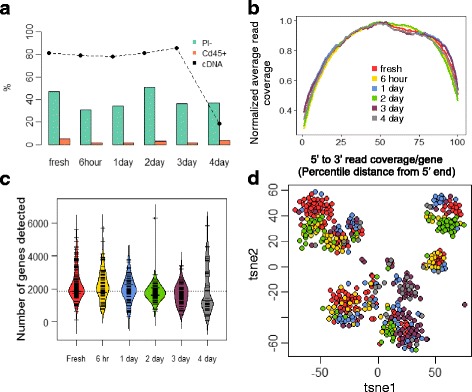
Quality comparison of single cells recovered from fresh and preserved samples (6 h-4d) in terms of (**a**) Overall cell viability (PI-), Cd45+ population abundance, success rates getting sufficient cDNA for sequencing. **b** 5′-3′ read coverage on exons. **c** Distribution of numbers of detected genes over preservation time. **d** tSNE on all detected genes. (Coloring in (**b**), (**c**), (**d**) all follows legend in (**b**))

510 single cells with sufficient cDNA level (≥2 ng) were sequenced; 502 (98%) passed quality filtering and were retained for downstream analysis (Fig. 1c). 

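All 502 cells were present in the count table, and 0 of them had fewer than 1000 counts on genes, the minimum stated in the methods. The shallowest cell had 1759 counts (fresh) and the deepest 1895431 (day 4). The lowest total was 11737 at 6 h, 8310 at day 1, 173824 at day 2, 3590 at day 3 and 33090 at day 4. In 8 cells the total was under 100000. The 96 rows of ERCC spike-ins held 0.000185% of all counts, and a row named after a vector held 0.139%. Both were left out, which left 46603 gene rows, 20568 of them with a read in at least 1 cell.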

To further evaluate mRNA integrity, we examined 5′ to 3′ read coverage across all exons for each single cell, and observed no more bias towards 3′ in preserved samples than in fresh samples (Fig. 2b), which was further supported by both qualitative inspection of the coverage curves for individual cells (Additional file 1: Figure S3A) and quantitative assessment of the collective skewness of curves for each timepoint (Additional file 1: Figure S3B). In addition, the number of genes detected per cell did not drop noticeably until after 4 days of preservation (Fig. 2c).

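Fresh cells had a median of 2003.5 genes with at least 1 read (interquartile range 1720 to 2727.5). The median was 2136 at 6 h, 1966 at day 1, 1731 at day 2, 1672.5 at day 3 and 1303 at day 4. After every cell was thinned to 100000 counts, which left out the 8 shallower cells, the medians were 1671 in fresh cells, 1685.5 at 6 h, 1664 at day 1, 1288.5 at day 2, 1453 at day 3 and 1178 at day 4. The fresh cells of pool A had a median of 2649 genes and those of pool B 1843, a gap larger than the change from all fresh cells to day 3. Against the fresh cells of their own pool, the median fell by 513 genes at 6 h and fell by 918 at day 2, while in pool B it was higher at day 1 than in fresh cells and fell by 170.5 at day 3. The day 4 cells split by pool, with a median of 2987 in the 14 cells of pool C and 1130 in the 19 cells of pool B. Part of the gap between the fresh pools was composition, since T-like cells, as named by their markers, had medians of 1855.5 (4 cells of pool A) and 1863 (40 cells of pool B). Within T-like cells the median was 2138 at 6 h, 2260 at day 1, 1827 at day 2 and 2042 at day 3. With the principal component partition it was 1826.5 in fresh T-like cells, 2115.5 at 6 h, 1722.5 at day 1, 1697 at day 2 and 1704.5 at day 3. Macrophage 1-like cells had 2220 in fresh cells, 2392 at 6 h, 1966 at day 1, 2021 at day 2, 1693.5 at day 3 and 1237 at day 4.

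**Figure D1:**
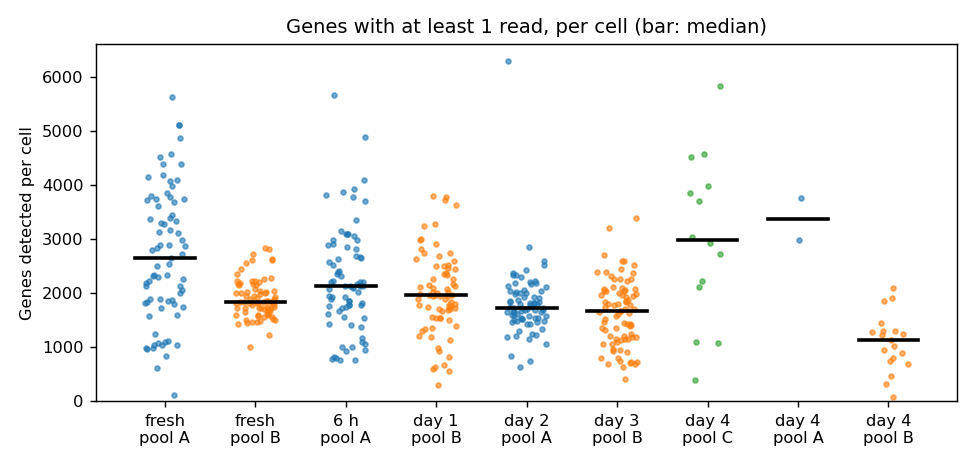
Genes with at least 1 read per cell (vertical axis, number of genes) for each timepoint and library pool (horizontal axis). Each point is a cell and each bar a median; the fresh medians are 2649 in pool A and 1843 in pool B.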

We next assessed the impact of preservation on the cell type heterogeneity of kidney resident immune cells. To explore the data in an unbiased manner, we performed dimensional reduction using whole-transcriptome information via t-distributed stochastic neighbor embedding (tSNE). 

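To rebuild the clusters, Euclidean distances between cells on log2(rpm + 1) over all detected genes were passed to an exact tSNE (perplexity 30, start from the principal components), and Ward's criterion was applied to the 2 tSNE dimensions to give 9 clusters. The smallest held 23 cells. Ward's criterion on 30 principal components gave another partition into 9 clusters. The adjusted Rand index, which is 1 for identical partitions and near 0 for unrelated ones, was 0.440 between the tSNE partition and that of the principal components. Over 8 alternative settings the index against the tSNE partition ran from 0.346 for another random start to 0.912 for 8 clusters. Rounding the distances to 3 decimals in place of 4 brought it to 0.527. The grouping of the cells thus moved with settings that the methods leave open, and values by cell type are those of the tSNE partition where the other is not named.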

In the resulting 2-dimensional tSNE space (Fig. 2D), single cells formed well-segregated clusters, which we defined into 9 putative clusters computationally (Fig. 3a). Given that it is clear that preservation time is not the driving force for the segregation of the clusters (Fig. 3b), we hypothesized that the source of the segregation was the cell type heterogeneity in kidney resident immune cells, and performed hierarchical clustering on a panel of canonical markers that define major lineages of immune cells. The resulting outcome of the clustering was nearly identical to that observed in the tSNE space (Fig. 3c), confirming our hypothesis.

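Names were given from a fixed list of markers. A name needed at least 3 of its markers with a read in at least 25% of the cluster's cells and at least 1 of them among the cluster's 10 leading genes. The tSNE partition gave a B-like cluster of 70 cells, a pair of T-like clusters of 62 and 38 cells, an NKT/NK-like cluster of 23 cells, a larger Macrophage 1-like cluster, a Macrophage 2-like cluster of 43 cells and a Neutrophil-like cluster of 36 cells led by G0s2. Cell-cycle genes such as Rrm2 and Top2a were among the leading genes of the NKT/NK-like cluster. The T-like cluster of 62 cells had Il7r, listed for study cluster 8, beside Lef1 among its leading genes. The principal component partition held the same 36 Neutrophil-like cells, 73 B-like cells, and the T-like cells in a single cluster. No cluster of either partition was named dendritic.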

**Fig. 3:**
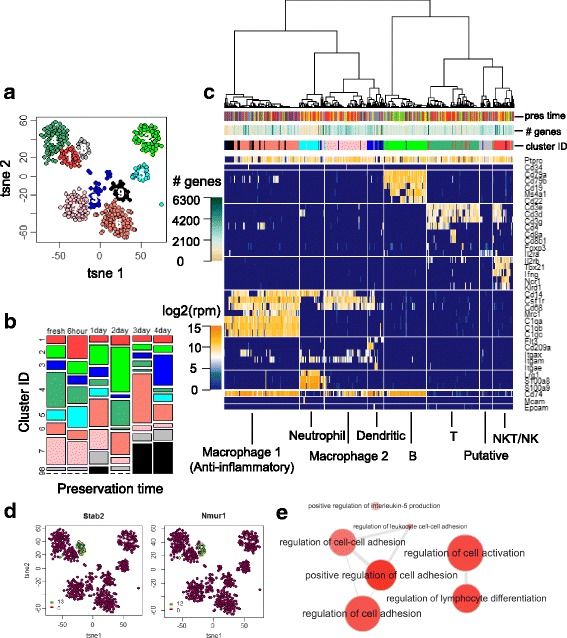
Cell types in kidney resident immune cells and the impact of preservation on cell type heterogeneity. **a** Definition of putative cell clusters on 2d tSNE. **b** Distribution of putative clusters in fresh and preserved tissues (6 h-4d). **c** Identification of putative clusters with known cell types using hierarchical clustering on a canonical panel of genes defining major immune lineages. **d** Expression of representative genes differentially expressed in cluster 8 (color bar shown in log2(rpm + 1)). **e** Hierarchy of enriched ontology terms for differentially expressed genes in putative cluster 8. (All coloring and numbering for cluster ID in (**b**), (**c**) follow those in (**a**); coloring for preservation time follows the legend in Fig. 2b)

It is noteworthy that although 7 out of the 9 clusters defined by both methods can be unambiguously identified as known immune populations (Fig. 3c), there are 2 (cluster 8 and 9) that cannot be assigned using classical definitions. 

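In the tSNE partition 2 clusters stayed unnamed. The larger, of 70 cells, had a median of 1461.5 genes per cell and a Ptprc read in 82.9% of cells, and none of the listed markers led it. The other, of 53 cells, had a median of 3173 genes, and 37 of its cells were fresh cells of pool A. Among its leading genes were Cfb and Ly6i. Its markers came closest to Macrophage 2, but none of them was among its 10 leading genes. Macrophage 2-like values may thus leave out such cells. In the principal component partition 1 cluster of 70 cells stayed unnamed. In it, 35 cells were fresh cells of pool A, and Naaa and Batf3 were among its leading genes. Its markers too came closest to Macrophage 2, but none of them was among its 10 leading genes. Naaa is on the list of dendritic markers, so dendritic cells in this cluster are not excluded.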

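Of the tSNE and principal component partitions, the latter held a cluster of the study's cluster 8 type, with 27 cells. Another random start of the tSNE gave one of 45 cells. A read of Stab2 (chromosome 10, 86841198 to 87008025, GRCm38) was present in 24 of the 27 cells (88.9%, exact binomial interval 70.8 to 97.6) and in 1.94% of the T-like cells. Nmur1 (chromosome 1, 86386303 to 86426228) was read in 21 of 27 and in 0 T-like cells. Gata3 (chromosome 2, 9857078 to 9890034) was read in all 27, and also in 43.7% of T-like cells. Il7r was read in 81.5% against 48.5%, Rora in 85.2% against 13.6%, Il1rl1 in 59.3% against 1.94% and Icos in 81.5% against 23.3%. Of the T cell markers, Cd3e was read in 2 of 27 cells against 88.3% of T-like cells, Cd3d in 0 of 27 and Cd3g in 8 of 27. Because the markers that name the cluster also shaped it, these shares describe the cluster and do not test it. Its median depth was 692204 counts per cell, against 708076 in T-like cells.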

Unbiased differential expression analysis on cluster 8 revealed a list of genes that are uniquely expressed in this cluster (Fig. 3d, Additional file 2: Table S1) with enriched ontology terms (Fig. 3E, Additional file 3: Table S2) suggesting it is a putative lymphocyte population that resembles T cells but lacks classical T cell marker expression. Cluster 9, on the other hand, is most likely a low quality/apoptosing macrophage population due to its absence in fresh samples (Fig. 3b), the lack of uniquely expressing markers identified (Additional file 1: Figure S4B), the lack of Cd45/Ptprc expression (Fig. 3c), and the low number of genes expressed (Fig. 3c, Additional file 1: Figure S4A), and hence were excluded in further analysis as a defined population. 

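The principal component partition divided the Macrophage 1-like cells into clusters of 63 and 69 cells. The former had a median of 1031 genes per cell against 2044 in the latter, and 849 against 1706.5 after thinning. Ptprc (chromosome 1, 138062861 to 138175708) was read in 52.4% of its cells against 97.1%, at median depths of 415807 and 764112 counts. Mitochondrial genes took a median of 5.45% of its counts against 2.63%. It held 2 fresh cells, both of pool A, 1 cell of 6 h, 8 of day 1, 7 of day 2, 30 of day 3 and 15 of day 4, and C1qb, Cd68 and Apoe were among its leading genes. The tSNE partition held no cluster like it. There the cluster with the lowest share of cells with Ptprc was the Macrophage 1-like cluster itself, at 80.4% and a median of 1839 genes.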

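By timepoint, the B-, T- and Macrophage 1-like cells of the tSNE partition came from every timepoint, but the numbers were small at some. There were 2 B-like cells at day 3 and 2 at day 4. In the principal component partition 0 of the 35 cells of day 4 were T-like and 0 Macrophage 2-like. Neutrophil-like cells were 14 of the fresh cells (8.97%), 14 of 76 at 6 h, 5 of 75 at day 1, 1 of 78 at day 2 and 0 of 82 at day 3, which with an exact binomial interval allows up to 4.40% of cells. At day 4 they were 2 of 35 (5.71%). All 14 fresh Neutrophil-like cells were in pool A, and pool B held 0 of 81. NKT/NK-like cells were 12 of the fresh cells, all 12 in pool A, 8 of 76 at 6 h, 0 of 75 at day 1, 1 of 78 at day 2, 0 of 82 at day 3 and 2 of 35 at day 4. With the principal component partition they were 7 fresh cells, 5 of 76, 0 of 75, 0 of 78, 1 of 82 and 2 of 35. Fresh cells of pool A held no B-like cell in either partition.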

Each defined population, determined by both methods, is a mixture of cells from fresh tissues and tissues after all examined preservation time (Fig. 3b and c), revealing no preservation associated batch effect. To summarize, the fact that all defined populations were present in fresh tissues and recapitulated over examined duration of preservation validated our definition of cell types in kidney resident immune cells. Moreover, the proposed preservation strategy effectively maintained the heterogeneity of cell types that exist in varying abundance.

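The share of Macrophage 1-like cells was 5.77% of fresh cells (exact binomial interval 2.67 to 10.7) and 56.1% of day 3 cells (44.7 to 67) in the tSNE partition, and 7.05% and 72.0% in the principal component partition. In between it was 9.21% at 6 h, 28.0% at day 1 and 16.7% at day 2 in the former, and it was 31.4% at day 4. T-like cells made up 28.2% of fresh cells (21.3 to 36.0), 22.4% at 6 h, 14.7% at day 1, 21.8% at day 2 and 11.0% at day 3 (5.14 to 19.8). B-like cells made up 10.9% of fresh cells and 37.2% of day 2 cells (26.5 to 48.9) in the tSNE partition, and 10.3% and 37.2% in the other. The fresh pools also differed from each other. For T-like cells they differed more than fresh and preserved cells did. For Macrophage 1-like cells they differed more than fresh cells did from cells of 6 h. They differed less there than fresh cells did from cells of day 1 to day 4. T-like cells were 5.33% of the fresh cells of pool A and 49.4% of those of pool B, and Macrophage 1-like cells 1.33% and 9.88%. Of the alternative settings that named a Macrophage 1-like cluster, restricting the distances to genes read in at least 10 cells moved the change in its share most, from 50.3 to 4.75 percentage points at day 3. There a cluster of 80 cells whose markers came closest to Macrophage 1 stayed unnamed, because none of them was among its 10 leading genes. Another random start left both such clusters, one of them of 57 cells, unnamed and gave no share. All shares are of sorted Cd45+ cells with enough cDNA, not of the kidney.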

We then evaluated the variability in transcriptomes between cells from fresh and preserved tissues within each of the eight defined cell types. For each cell type, we calculated pair-wise Pearson’s correlation between single cells at two different preservation conditions or within the same condition. As shown in Fig. 4a and b (numbers shown are the medians of distributions of correlations), we did not observe notable decrease in correlations between cells from preserved and fresh tissues within the examined duration of preservation time. 

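For each rebuilt cell type, the median Pearson correlation was taken over all pairs of cells, across genes, for timepoints with at least 3 cells of the type. On log2(rpm + 1), the median among fresh cells was 0.344 for T-like, 0.338 for B-like, 0.330 for Macrophage 1-like and 0.435 for Neutrophil-like cells. Between fresh and preserved T-like cells it was 0.326 at 6 h, 0.319 at day 1, 0.314 at day 2 and 0.308 at day 3. On this scale Neutrophil-like cells at day 1 moved most, where the median fell by 0.0651. On linear rpm the medians were higher, 0.931 among fresh T-like cells, and they changed more at 6 h and day 2. Between fresh and preserved T-like cells the linear median was 0.828 at 6 h, 0.934 at day 1, 0.823 at day 2 and 0.908 at day 3. B-like cells had 0.926 among fresh cells, 0.758 with 6 h, 0.899 with day 1 and 0.782 with day 2. Macrophage 1-like cells had 0.872, 0.731, 0.87, 0.658 and 0.865 from fresh to day 3, and 0.847 with day 4. In these types the lower values fell at 6 h and day 2, the timepoints of pool A. In Neutrophil-like cells the value at day 1, 0.625, was lower than that at 6 h. The 18S rRNA gene held 6.60% of all gene counts, and its median level was 98428 rpm in fresh cells of pool B, 57948 rpm in those of pool A and 39197 rpm at 6 h. Without that gene, a setting chosen after the values were seen, the linear median of T-like cells fell by 0.0221 from fresh to 6 h and fell by 0.0654 to day 2, beside falls at day 1, where it fell by 0.0245, and day 3, where it fell by 0.0611.

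**Figure D2:**
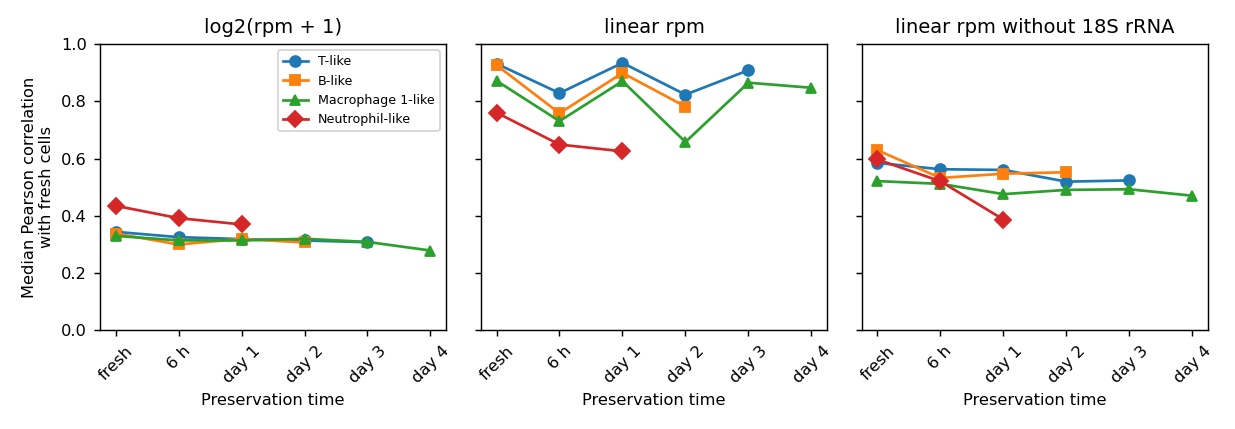
Median Pearson correlation with fresh cells (vertical axis) by preservation time (horizontal axis) for 4 rebuilt cell types, on log2(rpm + 1), on linear rpm and on linear rpm without the 18S rRNA gene; the fresh point is the median among fresh cells. On linear rpm the T-like medians drop to 0.828 at 6 h and 0.823 at day 2, and on log2(rpm + 1) they lie between 0.308 and 0.344.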

Variations in the correlations were dictated, to a greater extent, by the heterogeneity among cells within a given timepoint. The slight deviation in correlations of a given timepoint from fresh is always accompanied by the overall lowered correlations between cells 1) within the timepoint and 2) between the timepoint and any other timepoints in the same cell type, which is likely due to inherent differences between animals.

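On linear rpm, 6 h and day 2 had lower correlations to fresh cells in T-, B-, Macrophage 1- and Macrophage 2-like cells. In these types they also had lower correlations among their own cells. Among T-like cells of 6 h the median was 0.825 and among those of day 2 0.785, against 0.941 at day 1 and 0.893 at day 3. Between 6 h and day 1 it was 0.815, and between day 2 and day 3 0.806. In Macrophage 1-like cells the median was 0.752 within 6 h, 0.702 within day 2 and 0.618 between day 1 and day 2, against 0.855 within day 3. Fresh T-like cells differed by pool in the same way, with 0.87 among the 4 cells of pool A and 0.935 among the 40 cells of pool B. Within pool A, fresh T-like cells had a median of 0.842 with cells of 6 h and 0.821 with cells of day 2. In Neutrophil-like cells, whose fresh and 6 h cells all came from pool A, the median fell from 0.76 among fresh cells to 0.649 between fresh cells and cells of 6 h. Neutrophil-like cells of day 1 had a lower median with fresh cells, 0.625. Among themselves they had a higher one, 0.688 against 0.621 within 6 h. The paper states that heterogeneity among the cells of a timepoint sets the variation to a greater extent. It describes lower correlations within a timepoint and with all other timepoints beside each deviation. For these it proposes differences between animals as a likely source.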

**Fig. 4:**
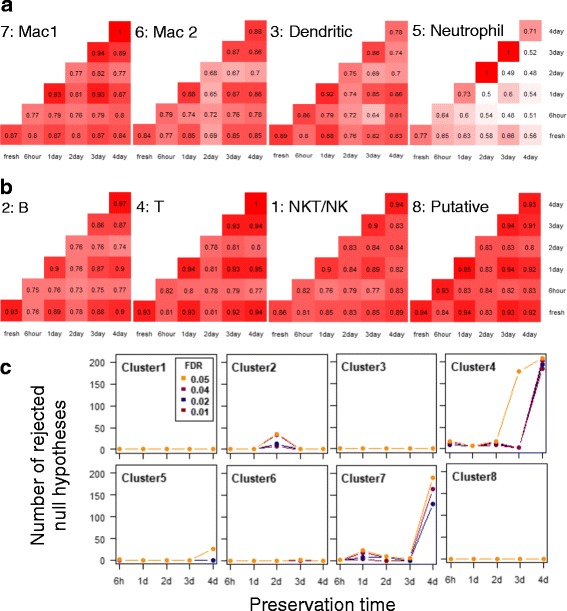
The impact of preservation on the transcriptome profile for each identified cell type. Pair-wise Pearson’s correlation between cells within and across preservation conditions for identified myeloid (**a**) and lymphoid (**b**) populations (Numbers shown are the mediums of each pair of compared distributions; Cell type numbering corresponds to cluster ID in Fig. 3a, and cell type identity follows that in Fig. 3c). **c** Number of rejected null hypotheses in gene differential expression analysis identified between fresh and preserved tissues with incrementing FDR rate

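Since each timepoint counts as 1 sample, no gene was called changed. Counts were summed over the cells of a type, and log2 ratios of CPM were taken where fresh and the timepoint each had at least 10 cells, over genes with at least 50 counts in both sums. This left 7 comparisons in the tSNE partition, of T-like cells at 6 h, day 1 and day 2, B-like cells at day 1 and day 2, Macrophage 2-like cells at day 1 and Neutrophil-like cells at 6 h, with 2337 to 6496 genes each. The T-like cells join a pair of clusters whose makeup changes with time. The smaller of them held 26 of the 44 fresh cells but 0 of the 17 cells of 6 h and 1 of the 17 of day 2, so the ratios in T-like cells mix cluster with time. The SD of the log2 ratios over genes was between 1.45 and 1.66 in all 7. It was lowest in Macrophage 2-like cells at day 1, and in T-like cells it was 1.48 at 6 h, 1.54 at day 1 and 1.62 at day 2. No type had 10 fresh cells in each of pools A and B, so the spread between fresh pools could not be set beside these values. With means of log2(rpm + 1) over cells in place of sums, the SD in T-like cells at 6 h was 0.992, and with no minimum count and a prior count of 1 it was 4.20.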

For all eight clusters, differential expression analysis at a false discovery rate (FDR) ranging from 0.01 to 0.05 revealed no statistically significant differentially expressed genes between fresh and the majority of the timepoints for up to 3 days of preservation (Fig. 4c). 

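Few cells carried most of a gene's reads. In the summed groups the median gene had between 45.9% and 86.1% of its counts from a single cell. Among genes read in at least 50% of the cells of either group, the largest increases in T-like cells were that of Jun at 6 h (chromosome 4, 95049034 to 95052222), from 7.62 CPM (exact Poisson interval 6.57 to 8.79) to 550 CPM (539 to 562), a log2 ratio of 6.18, and that of Gadd45b at day 1 (chromosome 10, 80930073 to 80932204), from 13.8 to 984 CPM, a log2 ratio of 6.15. In the fresh sum, 72.2% of the Jun counts came from 1 cell. Gadd45b also had the largest increase in T-like cells at day 2, with a log2 ratio of 5.22. With the principal component partition the ratio of Jun at 6 h was 8.55 and that of Gadd45b at day 2 was 3.62, where Zfp36 had the largest increase at 5.03. The largest decreases in the 7 comparisons lay between -6.11 (Ccni, B-like cells at day 2, where 1 cell held 100% of the remaining counts) and -4.29 (Atp11a, Neutrophil-like cells at 6 h). In the tSNE partition and against all fresh cells, the largest increase of the reported ones was that of Cxcl2 in Macrophage 2-like cells at day 1, with a log2 ratio of 6.28 and 100% of its fresh counts from 1 cell. T-like cells of day 3, 9 in number, were under the minimum for these comparisons.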

Genes identified in the occasional fluctuations observed in cluster 2, 4, 6, and 7 were rather limited in both number and significance level compared to those identified between the given cluster and its nearest neighbor (Additional file 1: Figure S5A). The small groups of genes were dominated by those with 1) borderline adjusted *p*-values or 2) limited fold changes (Additional file 1: Figure S5B, C). The former was particularly prominent for genes identified with FDR = 0.05 at day 3 in cluster 4 (Additional file 1: Figure S5C), which explained the jump in the number of genes from a FDR of 0.04 to 0.05, resulting from an expression burst in singlet cells within a relatively small sample size (Additional file 1: Figure S5D). Moreover, to avoid omitting gene sets that have limited statistical significance but are otherwise biologically relevant, especially as a group, we performed weighted gene set enrichment analysis (GSEA) on all timepoints for each of the 8 clusters. No systematic enrichment of biological processes across timepoints was observed with FDR ≤ 0.05 (Additional file 1: Figure S6, Additional file 4: Table S3, Additional file 5: Table S4, Additional file 6: Table S5).

To further evaluate the variability of genes across timepoints, we performed Breusch-Pagan’s heteroscedasticity test on each mapped gene using preservation time as the independent variable. Genes with null hypothesis rejected at FDR = 0.05 are again limited in number (Additional file 1: Figure S7 and Additional file 7: Table S6). 

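The genes of Table S6 were followed through the rebuilt types by the SD of log2(rpm + 1) over cells, since a test over cells would take them as replicates. The table lists 20 genes for the T cell cluster, and the median of their SDs in T-like cells was 3.73 in fresh cells, 3.53 at 6 h, 3.93 at day 1, 3.09 at day 2 and 4.06 at day 3. The median over these genes of their mean level was 3.65 in fresh cells, 2.10 at 6 h and 1.25 at day 2. The median level was thus also lower at the timepoints with a lower median SD. Not all genes followed it. The mean level of Jun was 0.548 in fresh cells, 4.79 at 6 h and 4.78 at day 2. Hspa1a, Hspa1b, Gadd45b, Coro2a and Slc12a7 were also higher at both timepoints, and the rest of the list was lower. For the 5 genes of the B cell cluster the median SD was 4.24 in fresh B-like cells, 4.17 at 6 h, 3.56 at day 1 and 2.23 at day 2. For the 24 genes of the Macrophage 1 cluster it was 3.66 in fresh cells, 2.16 at 6 h, 2.47 at day 1, 3.15 at day 2, 2.90 at day 3 and 0.00 at day 4, where the median gene had no read in the 11 cells. Against the 4 fresh T-like cells of pool A, the median SD of the T cell genes rose by 1.04 at 6 h and by 0.59 at day 2. With the principal component partition, the same genes had 3.24 in the 5 fresh T-like cells of pool A, 3.3 at 6 h and 3.13 at day 2, so the rise was not there. The 36 genes listed for study cluster 3 had no rebuilt type to be followed in.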

Gene ontology (GO) enrichment analysis revealed no significantly enriched terms for all clusters but cluster 3, which enriched in cell cycle processes (Additional file 8: Table S7). The minimal variability in transcriptome between fresh and preserved cells was further demonstrated by the observation that the top overdispersed genes did not separate preserved from fresh cells as assessed by both dimension reduction and hierarchical clustering (Additional file 1: Figure S8).

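The 500 most overdispersed genes were taken by the squared coefficient of variation over the value fitted from the mean. The 18S rRNA gene and mt-Rnr2 stood at the top of that list. Within each rebuilt type, the share of a cell's 10 nearest neighbours that came from its own timepoint was set beside the share given by the numbers of cells. In T-like cells it was 36.8% against 26.5%, in Macrophage 1-like cells 32.0% against 25.3%, in Neutrophil-like cells 36.4% against 30.6%, in B-like cells 31.0% against 26.4%, in Macrophage 2-like cells 22.8% against 22.3% and in NKT/NK-like cells 37.0% against 37.5%. Neighbours from the same pool were 76.5% against 68.2% in Macrophage 1-like cells. With neighbours counted within a pool, the excess for T-like cells was 15.8 percentage points in pool B and -3.49 in pool A. With the principal component partition the excess over all pools was 5.30 for T-like and 13.0 for Macrophage 2-like cells, and within pools that for T-like cells was 5.39 in pool B and 0.555 in pool A.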

For lymphocyte populations, we specifically examined the transcripts encoding B cell antibodies (Ig) and T cell receptors (TCR) given their essential roles in B and T cell functions and frequent interrogation by single cell studies. As shown in Fig. 5a, expression of key components of Ig and TCR were indistinguishable between fresh and preserved tissues. 

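In the 73 B-like cells of the principal component partition, Ighm (chromosome 12, 113418558 to 113422730) and Igkc (chromosome 6, 70726435 to 70726966) each had a read in 73 of 73 cells. In the 70 B-like cells of the tSNE partition Ighm was read in 15 of 17 fresh cells, 7 of 8 at 6 h, 11 of 12 at day 1 and 28 of 29 at day 2, with summed levels of 5576, 10836, 6505 and 7360 CPM. Igkc stood at 2675, 3506, 2719 and 3139 CPM in the same groups. Reads of Ighm were also present in 59.1% of myeloid cells, at 934 CPM, so a read of Ighm alone does not mark a B cell. Igkc was read in 2.15% of myeloid cells.
In the T-like cells of the principal component partition, Trac (chromosome 14, 54220521 to 54224206) was read in 46 of 50 fresh cells, 12 of 20 at 6 h, 6 of 6 at day 1, 14 of 19 at day 2 and 5 of 8 at day 3, with summed levels of 882, 387, 490, 462 and 309 CPM. The median depth was not lower in the preserved T-like cells of either partition. In myeloid cells Trac was read in 1.40%. Reads of the constant genes of the beta chain (Trbc) were present in all of these cells, with 1016 CPM in fresh cells, 1292 at 6 h, 867 at day 1, 1825 at day 2 and 527 at day 3. With the tSNE partition, whose T-like cells include most cells of the cluster 8 type, Trac was read in 84.1% of fresh cells, 36.4% at day 1 and 33.3% at day 3.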

For B cells, extracting full-length antibody sequence is required for in-depth examination on usage and mutation in variable (V) and joining (J) segments, sequence of complementary-determining region 3 (CDR3), isotypes, as well as affinities. We hence evaluated the success rate in obtaining the information using de novo assembly and the impact of preservation on it. From all B cells identified from fresh and preserved tissues, we were able to identify contigs containing complete variable and constant regions for Ig heavy and light chains (Additional file 9: Table S8). 

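Of the B cells listed in Table S8, 75 are among the cells analysed here. The table lists 36 fresh cells, 34 of them with both chains (94.4%), and the fresh cells without both chains are among those not analysed here. Of the cells analysed here, both chains are listed for 17 of 17 fresh cells (100%, exact binomial interval 80.5 to 100), 8 of 9 at 6 h (88.9%, 51.8 to 99.7), 11 of 13 at day 1 (84.6%, 54.6 to 98.1), 27 of 30 at day 2 (90%, 73.5 to 97.9), 3 of 4 at day 3 and 1 of 2 at day 4. These calls are the paper's. From the counts, the same cells had a median depth of 530891 in fresh cells, 985258 at 6 h, 656540 at day 1, 893016 at day 2, 685660 at day 3 and 330506 at day 4. The sum of Ighm and Igkc counts per cell had medians of 4609, 16338, 4176, 10076.5, 7015.5 and 6096 in that order. The intervals of all timepoints overlap. At day 2, 2 of the listed cells have neither chain, and these cells had 5221 and 8742 counts on Ighm and 1764 and 1312 on Igkc.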

The rate of dropout events where only one chain is identifiable is comparably low between fresh and preserved tissues when statistical power holds (Fig. 5b).

**Fig. 5:**
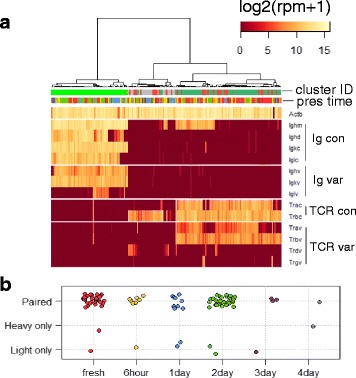
The impact of preservation on B and T cell receptor transcripts. **a** Expression of components of B cell antibodies (Ig) and T cell receptors (TCR) in identified lymphoid populations (con: constant region, var.: variable region). **b** Distribution of success in extracting full-length transcript sequence for heavy and light chains in all identified B cells. (Coloring for preservation time and cluster ID follow that in Fig. 2b and 3a, respectively)

Thus, the strategy introduced minimal variation in the transcriptome landscape of various cell types after up to 3 days of preservation and does not impede proper identifications of cell types and biological pathways of interest.

## Discussion

Hypothermic preservation of primary tissues in organ transplant preservative effectively maintained the viability, transcriptome integrity, and transcriptome profile stability of cells for scRNAseq. Cells recovered from tissues after up to 3 days of preservation demonstrated minimal 3′ bias in the read coverage of exons and comparable cell type heterogeneity compared to cells from freshly harvested tissues.

Resident immune cells from kidneys were used for evaluation in the context of scRNAseq because of their known heterogeneity and the vast interest they have drawn in kidney injuries. We were able to define 8 cell types in this population, supported by their presence in fresh tissue and consistent recapitulation in preserved tissues. Within each population, the preservation strategy did not introduce quantitative perturbations on the overall transcriptome profile, and faithfully preserved Ig and TCR transcripts to a degree that we could assemble full-length transcript sequences for these highly variable genes for higher resolution interrogations.

This approach enables an actionable time window (48–72 h) to be opened up for the transportation of primary specimen from sample collection sites to technology sites through express couriers. The strategy is ideal for scRNAseq also due to its high potential for standardization. Intact tissues can be preserved immediately after excision with minimum intervention. Procedures that are more susceptible to technical variations can then be performed at expert technology sites in a centralized manner, minimizing the introduction of technical noise and variation, especially in highly variable steps such as dissociation. In addition, the preserving solution functions in a serum-free formulation, and hence is free from variations introduced by lot-to-lot difference in serum preparations.

It is noteworthy that tissues and organs from mouse are often small enough that the osmotic gradient is sufficient for passive permeation of the preservative. As the tissue size increases, permeation can be facilitated by vasculature flushing, non-vasculature tissue flushing, and most simply by sectioning the samples into smaller pieces. For whole organs and highly vascularized tissues, flushing via intact vasculatures can be achieved by needle-based flushing or perfusion devices, similar to the practice in preserving organ transplants. For tissues with no significantly visible vasculatures, permeation can be facilitated by directly delivering the preservative to the inner core of the tissue itself through needle-based flushing or sectioning the tissues into smaller pieces. Thanks to the progress made by the organ preservation community, available preservatives such as UW and HTS-FRS already demonstrated high generalizability in preserving functionality in diverse organ types, including pancreas and heart, as well as tissues and organs of various sizes and vasculature complexity, including hair grafts [22], synthetic skin [16], isolated blood vessels [23], tumor biopsy [24], tendon [25], testis [26], and perfused multi-organs during cardiac arrest [27]. We therefore expect that the proposed strategy be readily generalizable to other tissue types for scRNAseq as well as for other procedures such xenograft and organoid generation.

## Conclusions

At single cell resolution, primary tissues after 6 h to 3 days of hypothermic preservation in organ transplant preservative demonstrated similar cell viability, cell type heterogeneity, transcriptome integrity, and transcriptome profile compared to fresh tissues. The strategy is ideal for scRNAseq given its high fidelity and standardizability. The procedure highly resembles the routine handling of specimen in clinics and hence makes it practical to engage clinicians in collaborations, which are essential for the scRNAseq community as well as highly collaborative endeavors such as the Human Cell Atlas.

## Methods

### Mouse kidney isolation, preservation, and dissociation

Single-cell experiments were performed on kidneys of CD1 wild type mice. Mice were housed in filtered cages and all experiments were performed in accordance with approved Institutional Animal Care and Use Committee protocols.

Mice of ~ 3 week old were euthanized by administration of CO_2_. Kidneys were harvested *en bloc* without perfusion and were either dissociated immediately for single cell sort or preserved intact without sectioning in the HTS-FRS solution (BioLifeSolutions) at 4 °C. After 6 h, 1, 2, 3, or 4 days of preservation, intact kidneys were taken out of the HTS-FRS solution for dissociation and further processing. Once taken out, no tissues or tissue sections were put back into preservation for later timepoints. For each timepoint, both (day 0–2) or one-half kidneys (day 3, 4) from the same mouse were pooled for dissociation and sort.

For dissociation, kidneys were minced with a razor blade and dissociated in Liberase DL (Roche) in RPMI 1640 (LifeTechnologies) with horizontal agitation at 180 rpm at 37 °C for 20 min. The resulting single-cell suspension was sequentially passed through a 100 μm, a 70 μm, and a 40 μm strainer (Fisher) and then centrifuged at 300×g for 15 min. Pelleted cells were resuspended in ACK red blood cell lysing buffer (Thermo Fisher), incubated for 5 min, quenched with 1 volume PBS (ThermoFisher) containing 2% FBS (ThermoFisher), centrifuged at 300×g for 5 min, and then resuspended in FACS staining buffer (BD Biosciences).

### Single-cell sorts, cDNA generation, library preparation, and sequencing

Single cells resuspended in the staining buffer were stained with antibody against surface Cd45 (Cd45-FITC, Sony Biotechnology Inc.) on ice for 20 min following manufacture’s protocol, washed twice with the staining buffer, and then incubated in propidium iodide solution (Life Technologies) at room temperature for 10 min. Cell viability was evaluated on FACS (Sony Biotechnology Inc.). Singlet PI^−^ Cd45^+^ cells were index sorted onto pre-chilled 96-well plates containing cell lysis buffer using a Sony SH800 sorter. The plates were vortexed, spun down at 4 °C, immediately placed on dry ice, and then stored at − 80 °C. Single-cell cDNA libraries were generated using procedures adapted from the SmartSeq2 protocol [28]. Briefly, mRNA from single cells in 96-well plates was reverse transcribed using SMARTScribe reverse transcriptase (Clontech), oligo dT, and TSO oligo to generate the first strand cDNA. Resulting cDNA was amplified via PCR (21 cycles) using KAPA HiFi HotStart ReadyMix (KAPA Biosystems) and IS PCR primer. The pre-amplified cDNA was purified using AMPure XP magnetic beads (Beckman Coulter).

Single-cell cDNA size distribution and concentration were analyzed on a capillary electrophoresis-based automated fragment analyzer (Advanced Analytical). Illumina cDNA libraries were prepared for single cells (> 2 ng cDNA generated) using Nextera XT DNA Sample Preparation kit (Illumina) with the single cell protocol provided by Fluidigm. Dual-indexed single-cell libraries were pooled and sequenced in 75 bp or 150 bp pair-ended reads on a Nextseq (Illumina) to a depth of 1–1.5 × 10^6^ reads per cell. CASAVA 1.8.2 was used to separate out the data for each single cell by using unique barcode combinations from the Nextera XT preparation and to generate *.fastq files.

### Processing and analysis of single-cell RNA-seq data

All raw reads in the *.fastq files were trimmed to 75 bp using fastx_trimmer, duplicates-depleted using picard MarkDuplicates, and aligned to Ensembl mouse reference genome GRCm38 using STAR. For every gene in the reference, aligned reads were converted to counts using HTseq and Ensembl GTF under the setting -m intersection-strict \-s no.

Downstream data analysis was performed in R. Prior to analysis, cells with less than 1000 reads were excluded, reducing the dataset from 510 cells to 502 cells. For each cell, counts were normalized to reads per million (rpm) in log2 scale through division by the total number of aligned reads, multiplication by 1 × 10^6^, and conversion to log with base 2. For tSNE, pair-wise distances between cells were calculated using all genes detected. Dimensional reduction was performed using viSNE as implemented in the tsne package [29], and subsequent definition of immune cell lineage clusters were done using hierarchical clustering implemented using Ward’s clustering criterion on the resulting two tSNE dimensions. Differential gene-expression was performed using Wilcoxon’s rank sum test. Statistically significant differentially expressed genes were defined as those with rejected null hypothesis at a given FDR using Benjamini-Hochberg’s procedure [30]; *P*-values were adjusted using Yekutieli and Benjamini’s method with monotonicity enforced [31]. Overdispersion of genes was calculated as CV^2^_i_/CV^2^_e_, where CV^2^_i_ is the squared variation of coefficient of gene i across cells of interest and CV^2^_e_ is the expected squared variation of coefficient given mean [32], fitted using non-ERCC counts. Ontology analysis for uniquely expressed genes associated with putative clusters and heteroscedastic genes was done using enrichment analysis of biological process for *Mus musculus* (www.geneontology.org). Visualization of the hierarchy of the enriched ontology was done using Revigo [33]. GSEA [34] was performed for all timepoints from each of the 8 clusters, using the GSEA software (3.0, GSEAPreranked tool). GO annotations (Mus muculus, Biological process) was used as the gene set database and were converted to .gmt format using GO2MSIG [35]. For each timepoint, all genes with at least 1 mapped read were divided into those that are 1) up-regulated or 2) down-regulated in fresh cells relative to preserved cells based on the sign of log2(fold change). GSEA was then performed on both lists under the default setting, where genes were ranked by –log10(*p*-value) and weighted by the absolute value of log2(fold change).

No thresholds were used to exclude genes from analysis. Breusch-Pagan test was performed using the R package bptest, where preservation time was used as the independent variable.

### Assembly of B cell antibody heavy and light chains

Full length, paired immunoglobulin heavy and light chain sequences from single B-cells were assembled and annotated by first trimming raw reads with fqtrim, followed by full transcriptome assembly with Bridger [36]. Immunoglobulin contigs identified through the presence of a heavy or light chain constant region sequence were then annotated using IgBLAST [37]. Variable (V), diversity (D), joining (J), and complementarity determining region (CDR) calls were extracted from the IgBLAST output using Change-O [38].

## Additional files

Additional file 1: **Figure S1.** Overall viability and abundance of Cd45+ cells across different durations of preservation time. At the bottom of each panel, the percentage in white was calculated as: counts of PI- events / counts of all events for the top panels, and counts of Cd45+ events / counts of all events for the bottom panels. Raw counts were shown in the fractions. **Figure S2.** cDNA concentration and smearing assessed via fragment analysis for single Cd45+ cells from mouse kidneys after different durations of preservation presented as (A) electrophoresis traces and (B) gel image. **Figure S3.** Genebody coverage of Cd45+ single cells from mouse kidneys after different durations of time. (A) 5′-3′ read coverage on exons. (B) Distribution of skewness of 5′-3′ read coverage on exons. **Figure S4.** Identification of cell types in Cd45+ single cells from mouse kidneys. (A) Number of genes detected cast on 2d tSNE. (B) Uniquely expressing genes identified for each putative cell clusters. (Coloring of cluster ID follows that in Fig. 3A.) **Figure S5.** genes rejected by null hypothesis (DE genes) at FDR = 0.05 between fresh and preserved tissue in cluster 2, 4, 6, 7. (A) Number of DE genes identified between each of the eight identified cell types and its nearest neighbor (defined in Fig. 3A) with incrementing FDR. (B) Volcano plots for DE gene at FDR = 0.05 between fresh and preserved tissue identified in the given cluster (blue) and DE genes identified in (A) for the same cluster (black). (C)(D) DE genes at FDR = 0.05 in cluster 4 between fresh and day 3 tissues. (Cluster ID and color for time followed that in Fig. 3A.) **Figure S6.** Number of gene sets enriched with FDR q value≤0.05 for genes that are (A) upregulated or (B) downregulated in cells from fresh tissues compared to those from preserved tissues. **Figure S7.** Number of genes with rejected null hypothesis by the Breusch-Pagan test at incrementing FDR for each identified cell cluster. **Figure S8.** Evaluation of gene expression variation between cells from fresh and preserved tissues via (A) dimension reduction on incrementing number of overdispersed genes (B) hierarchical clustering on top 500 over-dispersed genes (cluster ID follows that in Fig. 3A, cell clustering follows Fig. 2D).

Additional file 2: **Table S1.** Differentially expressed genes in the putative cluster (cluster 8). (CSV 1 kb)

Additional file 3: **Table S2.** GO ontology of genes differentially expressed in the putative cluster (cluster 8). (CSV 1 kb)

Additional file 4: **Table S3.** Gene sets enriched with FDR q value ≤0.05 from GSEA. (CSV 732 bytes)

Additional file 5: **Table S4.** Output (top 20 hit) from GSEA on genes with positive log2(fold change) between cells from fresh and preserved tissues.

Additional file 6: **Table S5.** Output (top 20 hit) from GSEA on genes with negative log2(fold change) between cells from fresh and preserved tissues.

Additional file 7: **Table S6.** Genes with null hypothesis rejected at FDR = 0.05 by Breusch-Pagan test.

Additional file 8: **Table S7.** Gene ontology enrichment of genes from cluster3 with null hypothesis rejected at FDR = 0.05 by Breusch-Pagan test. (CSV 668 bytes)

Additional file 9: **Table S8.** Detailed annotation on assembled full-length transcripts for antibody heavy and light chains in all identified B cells. (CSV 8 kb)

## Abbreviations

CDR: Complementarity determining region
D: Diversity
FDR: False discovery rate
GO: Gene ontology
GSEA: Gene set enrichment analysis
HTS-FRS: Hypothermosol-FRS
Ig: Immunoglobulin/antibody
J: Joining
PI-: Propidium iodide negative
scRNAseq: Single cell RNAseq
TCR: T cell receptor
tSNE: t-distributed stochastic neighbor embedding
UW: University of Wisconsin solution
V: Variable

How the deposited data were processed for this re-analysis (not part of the article)

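Cd45+ single cells from kidneys of CD1 mice, fresh or after 6 h or 1, 2, 3 or 4 days of hypothermic preservation, were sequenced with a protocol adapted from SmartSeq2. The authors trimmed the reads to 75 bp, removed duplicates with picard, aligned the rest to GRCm38 with STAR, counted reads per gene with HTSeq (intersection-strict, strand ignored), and left out cells with fewer than 1000 reads. The deposited values are raw counts, whole numbers that were not normalized, with 1 column for each of the 502 cells. Versions of these tools are not given in the sources used here.

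The table has 46700 rows. The 96 ERCC rows (0.000185% of all counts) and the vector row (0.139%) name no gene and were left out of totals, which left 46603 gene rows. The 18S rRNA gene, listed as Rn18s.rs5 and holding 6.60% of gene counts, is a gene row and was kept. Totals on genes per cell ran from 1759 to 1895431. Counts were divided by the cell's total on genes and expressed as rpm, and log values are log2(rpm + 1), the form in the legend of Fig. 3d. The methods divide by the total of aligned reads and name no added 1. Reads without molecular identifiers are not independent molecules, so the exact Clopper-Pearson intervals of shares and the exact Poisson intervals of sums, at the 95% level, cover counting error only. A gene with no read in a cell may be below detection there.

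Cells were grouped by timepoint and by the library pool number in their labels, with pools A, B and C as defined beside the description of the samples. No label names an animal, so a timepoint is 1 sample, and no test, p-value, standard error or count of changed genes was made from cells. The study's tests over cells (Wilcoxon, Breusch-Pagan, gene set enrichment) were therefore not repeated. Preserved cells were compared with all fresh cells and, where there were enough cells, with fresh cells of the same pool.

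The clusters followed the methods where these state a setting. Log values were rounded to 6 decimals and distances to 4 so that a rerun gives the same file. The tSNE was exact, with perplexity 30, a start from the principal components and a fixed seed, and Ward's criterion gave 9 clusters. The result was sensitive to rounding, and it also changed with the arithmetic library of the computer, so that several tSNE partitions of these cells were seen before the reported one was fixed; some of them separated the study's cell types more neatly. Marker lists and the comparisons, including the partition from 30 principal components, were set before the data were examined. The rule that turns markers into names (at least 3 markers read in at least 25% of the cells, at least 1 among the 10 leading genes, and no other type with more of its markers there) was written after partitions had been seen. A cell type is called by its markers with the ending -like. Doublets were not called. Differences from the study's cell types can come from the rebuilt names.

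Genes per cell are genes with at least 1 read, also after thinning each cell to 100000 or 200000 counts, which left out 8 and 26 cells. Correlations are medians over pairs of cells of a type, across genes, with at least 3 cells per timepoint; pairs share cells and genes are not independent, so no test was made. Summed counts were compared as log2 ratios of CPM over genes with at least 50 counts in both sums and at least 10 cells in each. Genes are named by this rule: every gene the study names in its text, in Fig. 3c, Fig. 3d, Fig. 5a or Table S6; the marker, stress, cold and sex-linked genes listed beforehand; and for each summed comparison the gene with the largest increase and the gene with the largest decrease among those read in at least 50% of the cells of either group. Leading genes of clusters, and mt-Rnr2 at the top of the overdispersed list, were named after their values were seen. The largest increase of 1 comparison is not reported here. The stress list holds 20 genes of dissociation and heat shock (Fos, Fosb, Jun, Junb, Egr1, Atf3, Ier2, Dusp1, Zfp36, Hspa1a, Hspa1b, Hspa8, Hsp90aa1, Hsp90ab1, Dnajb1, Dnaja1, Hsph1, Hspe1, Gadd45b, Btg2), and the cold list Cirbp and Rbm3. Overdispersion was the ratio of the squared coefficient of variation to its fit on the mean over genes read in at least 10 cells. Chain calls are those of Table S8.

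Alternatives covered the normalization of sums (TMM of edgeR, size factors of DESeq2), the minimum count, the scale and coefficient of correlations, thinning, the partition, and the fresh cells of the same pool. Where no replicates exist, a value was held to have moved if it changed by more than a tolerance: the counting interval for shares, 10% of the fresh value for medians of genes, 10% of the reported value for SDs of log2 ratios, 0.1 for the adjusted Rand index, 1 percentage point for the mitochondrial share, 5 for shares of neighbours and of the cluster with the lowest share of Ptprc, 0.05 for correlations, and 0.5 for other values on the log2 scale. These tolerances, and the 0.05 used beside Fig. 4, were chosen after values had been seen. Counts were simulated for 30 fresh and 30 day 2 cells, with 200 changed genes among 11706. The summed ratio came within 0.5 (log2) of the true one for 100% of the changed genes. The simulated cells of a group shared a single profile, without variation between cells, and the changed genes were drawn from well-counted ones. The result therefore checks the calculation and not the accuracy of the reported ratios, where few cells carried most of a gene's reads. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Gene positions are from an annotation of GRCm38, which does not list the 18S rRNA gene by the name used in the table.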

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

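All results in this part were noticed in genes and a row that the paper does not report on. The comparison of Xist and Y-linked genes between pools was set beforehand, and the values of the vector row were looked at only after they were seen.

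Xist (chromosome X, 103460366 to 103483254) was read in 48 of the 75 fresh cells of pool A (64%, exact binomial interval 52.1 to 74.8) and in 2 of the 81 fresh cells of pool B (2.47%). At least 1 of the 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty was read in 39 of the 81 fresh cells of pool B (48.1%, 36.9 to 59.5) and in 1 of the 75 fresh cells of pool A. In T-like cells at day 1 against fresh cells of pool B, Xist had the largest increase of the ranked genes, a log2 ratio of 7.32. Both results stand out because the paper reports no sex-linked transcript and describes the cells of a timepoint as coming from the same mouse. With a minimum of 5 reads, Xist remained in 45 fresh cells of pool A and 1 of pool B, and the Y-linked genes in 33 of pool B and 0 of pool A. The preserved timepoints also fell on one side or the other. Xist was read in 42 of 76 cells at 6 h, 60 of 75 at day 1, 29 of 78 at day 2 and 0 of 82 at day 3, and Y-linked genes in 1, 2, 1 and 29 of the same cells. At day 4 Xist was read in 8 of 14 cells of pool C, in both cells of pool A and in 1 of 19 of pool B, and Y-linked genes in 0 of the cells of pool C and in 6 of pool B.

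A single animal behind both fresh pools would give both the same kind of cell, and the gap in Xist between pools A and B, 61.5 percentage points, argues against it. Library pool as such is argued against as well, since within pool B the cells of day 1 carried Xist and those of day 3 Y-linked genes. A lower depth cannot give a higher share of one transcript and a lower share of the other. What stays open is how many animals gave the cells, whether the sexes were mixed by design, and whether a set of cells carries the label of another timepoint. Sex is not stated in the text, so an effect of preservation and one of the animal's sex cannot be separated where the groups compared lie on different sides.

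The vector row, named NIST_ConsensusVector, had a median of 3442 rpm in the fresh cells of pool B. It had a read in all 81 fresh cells of pool B, in all 75 of day 1, all 82 of day 3 and all 19 of day 4 in that pool. Elsewhere it was read in 13 fresh cells of pool A, 7 cells of 6 h, 9 of day 2 and 1 of day 4 in pool C. It stands out because the paper does not mention the row. The row follows the pool and not the preservation time, since day 1, day 3 and fresh cells of pool B carried it alike. No biological explanation was tested, because the design names no vector, and the origin of these reads stays open. Values that compare pools A and B are not affected by the row itself, which was left out of all totals.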

How the results depend on the processing

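Tests chosen only after the values were seen are those with other rounding of distances, with linear rpm on thinned cells, without the 18S rRNA gene, and with the principal component partition applied to sums, stress genes, receptor genes, Table S6 genes and neighbours. No label names an animal, so each timepoint counts as 1 sample and no value has a test, so a value counts here as moved or kept by its tolerance.

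Of the alternatives set beforehand, 284 values kept within tolerance, 81 moved and 1 reversed. Of those chosen later, 84 kept and 25 moved. Among these, for single genes named in the text, 81 values kept, 19 moved and 0 reversed. Some of these kept values could not move. A lower minimum count leaves the ratio of a gene as it is. Where all fresh cells of a type share a single pool, comparison with that pool repeats the value. The cause was not tested for the values below, except where the setting itself gives it.

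Against fresh cells of the same pool, the change in median genes per cell went from 132.5 to a median that fell by 513 at 6 h, and from -272.5 to -918 at day 2. The mitochondrial share changed by 0.494 percentage points at 6 h and 1.09 at day 2, in place of -0.556 and 0.0376. At day 3 the share of T-like cells changed by -38.4 and that of Neutrophil-like cells by 0.00 percentage points, in place of -17.2 and -8.97. The SD of the Table S6 genes in T-like cells rose by 1.04 at 6 h, in place of -0.19, and by 0.59 at day 2, in place of -0.64, a reversal that rests on 4 fresh cells and was not there with principal components. Thinning brought the fall in genes at day 4 from -700.5 to -493 at 100000 counts and to -392 at 200000.

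The partition moved with its settings. The adjusted Rand index against the tSNE partition was 0.835 with 12 clusters, 0.440 with 30 principal components, 0.346, 0.486 and 0.509 with 3 random starts, 0.357 without marker genes, 0.466 with genes in at least 10 cells, and 0.527, 0.506 and 0.454 with distances rounded to 3 or 5 decimals or not rounded. The rise in Macrophage 1-like cells at day 3, 50.3 percentage points, was 37.1 with 12 clusters, 64.9 with principal components, 24.1 with the first random start, 23.5 without marker genes and 4.75 with genes in at least 10 cells. It was kept within tolerance with the second random start, and the third left both clusters closest to Macrophage 1 unnamed and gave no value. Apart from the principal component setting, these settings left clusters closest to Macrophage 1 unnamed under the naming rule, of 38 and 27 cells with 12 clusters, 72 with that start, 80 with genes in at least 10 cells and more without marker genes, so those rises leave out part of the macrophages. The change in T-like cells at day 3 was -0.532 with 8 clusters, and the rise in B-like cells at day 2 was 41 without marker genes. With principal components the cluster with the lowest share of Ptprc rose by 35.3 points at day 3, the SD of log2 ratios in Macrophage 2-like cells at day 1 was 1.65, and the excess of neighbours from the own timepoint was 5.30 points in T-like and 13.0 in Macrophage 2-like cells. The change in Trac at day 1 in T-like cells was 8.00 points in place of -47.7, and the stress list in Macrophage 1-like cells at day 2 had a log2 ratio of -0.37. Within pool A the T-like neighbour excess was -3.49 points, and within pool B 15.8.

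On linear rpm, where the most abundant genes weigh most, the change in correlation with fresh was -0.103 at 6 h and -0.108 at day 2 in T-like cells, -0.168 and -0.145 in B-like cells, -0.141 and -0.214 in Macrophage 1-like cells, and -0.111 at 6 h and -0.135 at day 1 in Neutrophil-like cells. After thinning these were -0.104 and -0.111, -0.172 and -0.144, -0.142 and -0.217, and -0.113 and -0.134. Without the 18S rRNA gene the change in B-like cells was -0.0970 at 6 h and -0.0821 at day 1, and in Neutrophil-like cells at day 1 -0.210.

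The SD of log2 ratios depends on the minimum count by construction. In the order T-like at 6 h, day 1 and day 2, B-like at day 1 and day 2, Macrophage 2-like at day 1 and Neutrophil-like at 6 h, it was 1.84, 1.92, 1.97, 2.02, 2.11, 1.93 and 2.03 with at least 10 counts. With no filter and a prior count of 1 it was 4.20, 4.00, 4.53, 4.68, 4.73, 4.07 and 5.10. With means of log2(rpm + 1) it was 0.99, 1.15, 1.05, 1.26, 1.07, 1.19 and 1.30. Scaling by total counts, TMM or DESeq2 moves all log2 ratios of a comparison alike, so the SD could not change with it. What it shifted was the median log2 ratio. In T-like cells the median was 0.23, -0.12 and -0.14 at 6 h and 0.24, 0.15 and 0.19 at day 1. At day 2 it was 0.29, -0.07 and -0.11, so that the median changes sign with the scaling at 6 h and day 2. In the same order it was 0.01, 0.01 and 0.06 in B-like cells at day 1, -0.07, -0.13 and -0.21 at day 2, -0.23, -0.05 and -0.02 in Macrophage 2-like cells at day 1, and 0.03, -0.11 and -0.08 in Neutrophil-like cells at 6 h.

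With means of log2(rpm + 1), the log2 ratio of the stress list was 2.14, 1.79 and 3.01 in T-like cells at day 1, day 2 and day 3, 3.75 in B-like cells at day 1, 2.58 and 2.92 in Macrophage 2-like cells at day 1 and day 2, 0.45 in Neutrophil-like cells at 6 h, and -0.84, -1.61, -1.28 and -2.78 in Macrophage 1-like cells at 6 h, day 2, day 3 and day 4. With the B-like cells of the tSNE partition in place of those of Table S8, both chains were listed for 88.2% of fresh cells and 0.00% of day 4 cells, of which there were 2. With the B-like cells of the principal component partition these were 100% and 50%.

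No spread between the fresh pools was available for the sums, since no type had 10 cells in both. Fresh cells of a single pool were not split against each other, so the spread from summing few cells was not measured. B-like cells at 6 h and day 2 have no fresh cells of their pool, and Macrophage 1-like cells there have 1. Depth limits the shares of genes read in few cells and the sums of types with few cells, and no share of 0 shows absence. No paired analysis was possible because no label names an animal.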

Differences from the paper's values

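The comparison with Fig. 4 on linear rpm and its tolerance of 0.05 were chosen only after values had been seen, while linear rpm itself was an alternative set before the data were examined.

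The correlations in Fig. 4 were read by eye from a figure of low resolution, and the groups here are the rebuilt types, which can hold other cells than those of the paper. The methods give log2 of rpm over aligned reads and name no added 1. On log2(rpm + 1) over counts on genes, the median among fresh T-like cells was 0.344, while on linear rpm it was 0.931, so the values are set side by side on linear rpm. Of 25 medians, 22 lay within 0.05 of the paper's. The 3 others follow. For Macrophage 1 at 6 h the paper's value is about 0.80 in Fig. 4, read by eye, and the value here was 0.731. For Macrophage 1 at day 2 the paper's is about 0.80 in Fig. 4, read by eye, and the value here was 0.658. For Macrophage 2 at day 2 the paper's is about 0.69 in Fig. 4, read by eye, and the value here was 0.754, from 3 cells of day 2. Under the partition from 30 principal components these were 0.732, 0.661 and 0.804, and they differ from the paper's there too. No setting that was run brought any of the 3 within 0.05.

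The paper states that the number of genes per cell stayed similar until it declined at day 4. The median at day 4 was the lowest here too, at 1303, or 1178 after thinning to 100000 counts. Day 2 was lower than fresh cells as well, at 1288.5 against 1671 after thinning, and against fresh cells of its own pool the day 2 median fell by 918. Part of that fall is composition, since 37 of the 75 fresh cells of pool A lay in an unnamed cluster with a median of 3173 genes. In T-like cells of pool A the medians were 1855.5 in 4 fresh cells and 1827 at day 2, or 1580 and 1336 after thinning.

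The paper describes cluster 9 as made of preserved cells that lack Ptprc. The cluster closest to it in the tSNE and principal component partitions, found in the latter, held 2 fresh cells and had a read of Ptprc in 52.4% of its cells. Its low number of genes per cell (median 1031) and its Macrophage 1-like genes go with the paper's description.

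The paper states that all cell populations were present at all timepoints. Neutrophil-like cells were 0 of 82 at day 3 in both partitions, and NKT/NK-like cells were 0 of 75 at day 1 in both. Both timepoints lay in pool B, whose fresh cells held 0 of 81 of either type in the tSNE partition. In the principal component partition these were 0 and 1 of 81, so the zeros need not reflect preservation. Cell-cycle genes such as Rrm2 and Top2a were among the leading genes of both NKT/NK-like clusters, so the counts of that type are uncertain. B-, T-, Macrophage 1- and Macrophage 2-like cells were found at each timepoint in the tSNE partition, and the cluster 8 type at each timepoint in the principal component partition, as the paper states. In the principal component partition T-like and Macrophage 2-like cells were each 0 of 35 at day 4. The paper names a dendritic cluster, and no cluster of these partitions was given that name. Naaa, on the list of dendritic markers, was among the leading genes of the unnamed cluster of the principal component partition. A cluster was named dendritic with another random start (21 cells), without marker genes (10 cells) and with genes in at least 10 cells (29 cells). Distances rounded to 3 (17 cells) or 5 decimals (21 cells) also gave one, a pair of settings chosen after the values were seen. G0s2 led the Neutrophil-like cluster, a type that the paper names too.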

Other observations

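Chosen only after their results were seen were all tests without the 18S rRNA gene, that of the pool in Neutrophil-like cells, that of day 4 by pool, and both tests on the stress list. The other tests in this part were set beforehand.

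In T-, B-, Macrophage 1- and Macrophage 2-like cells, correlation with fresh cells on linear rpm was lower at 6 h and day 2, the timepoints of pool A. Neutrophil-like cells went against this, with a larger change at day 1 (-0.135). Read depth is argued against, since the change in T-like cells at 6 h was -0.104 with all cells thinned to one depth. Preservation time alone is argued against too, since day 3 stood 0.0799 above 6 h. Fresh T-like cells of pool A differed in median from those of pool B by -0.0657, from only 4 cells of pool A, which is consistent with the pool, or whatever else sets pool A apart, being part of the pattern. The 18S rRNA gene is a candidate source of the contrast between timepoints. Without it the lowest difference of 6 h from day 1 was -0.0149 over the 4 types, and the lowest of day 2 from day 3 was -0.00782 over the 3 types with cells at both. Among fresh T-like cells the median without the gene was 0.58 in pool A and 0.587 in pool B. Without the gene, the changes from fresh in T-like cells were -0.0221 at 6 h, -0.0245 at day 1, -0.0654 at day 2 and -0.0611 at day 3, and in B-like cells -0.0970 at 6 h, -0.0821 at day 1 and -0.0770 at day 2. In Macrophage 1-like cells they were -0.00969 at 6 h and -0.0307 at day 2, and in Macrophage 2-like cells 0.0332 and 0.00312, so in these types, and in T-like cells at 6 h, no change beyond the tolerance of 0.05 was left. For the change from fresh in T-like cells at day 2 and B-like cells at 6 h, the gene and other sources cannot be told apart, since pool B timepoints changed about as much without it. Why the level of the gene differs between pools was not tested. In Neutrophil-like cells the change from fresh to 6 h within pool A was -0.111, which argues against pool alone for that type. Differences between animals, which the paper proposes, stay open and were not tested.

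The cluster with few genes at day 3 and day 4 kept its gap at one depth, -857.5 genes against the other Macrophage 1-like cluster, which argues against read depth as its source. Damage to the cells during preservation, an animal or a kidney that differed, and a sort gate that differed stay open, and none was tested.

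The median number of genes at day 4 differed by pool. In the 14 cells of pool C it was 983.5 above that of fresh cells, which argues against preservation time alone as the source of the low day 4 median. Pool C held cells of day 4 alone. Its mix of cell types differed, since in the tSNE partition 6 of its 14 cells lay in the unnamed cluster with a median of 3173 genes. Macrophage 1-like cells were 0 of 14 there and 11 of 19 in pool B. Xist was read in 8 of the 14 cells and Y-linked genes in 6 of the 19, which argues against a single animal behind both. How much of the gap comes from the animal, the mix of cell types or the library stays open.

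The genes listed for study cluster 8 were set beside a list of 7 genes of group 2 innate lymphoid cells. In the 27 cells of the principal component cluster, 4 of the 7 were read in more than 50% of cells, namely Gata3 (100%), Rora (85.2%), Il7r (81.5%) and Il1rl1 (59.3%), while Areg (25.9%), Il5 (22.2%) and Il13 (3.70%) were not. All 7 genes are also among the markers by which the cluster was named, so these shares describe the cluster and do not test its type. Such a list could be met in part by other lymphoid cells. Innate lymphoid cells cannot be told apart from these here, since the cytokine genes are read in few cells. The paper does not use this name.

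Counts on the stress list were higher in preserved T-like cells, with log2 ratios against fresh of 0.54 at 6 h, 1.17 at day 1, 1.29 at day 2 and 1.55 at day 3, the last from 9 cells. The median over all genes in T-like cells was 0.23, 0.24 and 0.29 at 6 h, day 1 and day 2. The ratios were also above 0 with fresh cells of the same pool, with means of log2(rpm + 1) and with principal components. Library pool is argued against, since within pool B the ratio at day 1 was 1.17. The ratios were above 0 in B-like cells (0.55, 1.95 and 1.44 at 6 h, day 1 and day 2, with 8 cells at 6 h), Macrophage 2-like cells (1.07, 1.56, 1.86 and 1.00 from 6 h to day 3, with 3 cells at day 2 and 5 at day 3) and Neutrophil-like cells (1.48 at 6 h and 2.41 at day 1, the latter from 5 cells). In Macrophage 1-like cells the ratios lay between -1.36 at 6 h and -0.05 at day 1, where means of log2(rpm + 1) gave 0.29. Single genes of the list did not all follow it, since Hspa1b had the largest increase in Macrophage 1-like cells at day 2 (4.62) and day 3 (3.65) with principal components. Animals and preservation cannot be told apart at day 1, because the share of cells with Xist was 77.5 percentage points higher than in fresh cells of pool B. Where both groups lay on the same side, the ratio in T-like cells was 1.55 at day 3 against fresh cells of pool B and 0.51 at 6 h and 1.26 at day 2 against the 4 fresh cells of pool A. Cells on the same side need not be of 1 animal, so animals stay open there too. The dissociation of the tissue, which the stress list also reads, was not tested. The cold list (Cirbp and Rbm3) showed no such rise, with 434 CPM in fresh T-like cells, 306 at 6 h, 128.1 at day 1, 416 at day 2 and 481 at day 3.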
